A study of Mus musculus with 6 samples. Its data were reported in "5’tRNA-derived fragments modulate β-cell homeostasis and islet macrophage activation in type 2 diabetes" (2026).

How the data were processed

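Messenger RNA was measured in 6 libraries of mouse bone marrow-derived macrophages, which are cells grown from bone marrow precursors with macrophage colony-stimulating factor. Before polarization toward the anti-inflammatory M2 state with IL-4 and IL-13, the cells were transfected either with an antisense oligonucleotide directed against a fragment from the 5′ end of a glutamate tRNA, 5′tRF-Glu(CTC), or with a control oligonucleotide. The first group is named αGlu and the second Ctr, and each had 3 libraries, numbered in the labels. Stranded mRNA libraries were sequenced on an Illumina instrument.

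The authors deposited 1 table with 41549 genes. They processed the reads with the QIAGEN RNA-seq Analysis Portal. The aligner, the genome build and the gene annotation behind the mRNA table, and the handling of reads that fit several genes, were not given in the sources used here, so no coordinates are printed. For each library the authors deposited 4 values per gene. The deposited counts are whole numbers of reads over the exons of a gene, without normalization. The deposited RPKM values are these reads scaled by exon length and depth, and the deposited TPM values sum to the same total in each library. The deposited CPM column is a signal that the authors obtained by dividing counts by an effective library size, and it is empty for 10708 genes. All 24 value columns matched a library by name. Of the 41549 gene identifiers, 41474 occurred in GENCODE release M21, which served for GC content only, and gene lengths were derived from the deposited counts and RPKM. The table splits 175 gene names by a numeric suffix. For such a gene the row with most reads was used, and Ddit3 is 1 of them.

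All tests used the deposited counts. Total counts ranged from 17912831 to 30386653 per library. Genes with too few counts were removed with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 11933 genes. Trimmed mean of M-values (TMM) factors were computed and a quasi-likelihood negative binomial model with the group as its only term was fitted to all 6 libraries in R 4.3.3. The tests were two-sided with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.1 and an absolute log2 fold change above 1. Fold changes are αGlu over Ctr. Standard errors were derived from the fold change and its F statistic. CPM values given for single genes and libraries are counts scaled to the TMM-adjusted library size, and log2 CPM values have a prior count of 2.

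A total of 17 gene lists were tested with camera of limma 3.58.1 (inter-gene correlation 0.01, two-sided, adjusted over the 17 lists, called at an adjusted p under 0.1). The lists were written from general knowledge after the study had been read, and share no gene with each other. Some of their genes are displayed by the study from these same libraries, so the lists are not independent of it; how many was not counted. The collections of pathway terms used by the study were not used here. A polarization score was computed per library as the mean log2 CPM of an LPS/IFN-γ response list minus that of an IL-4/IL-13 response list. It stands in for the polarization index of the study, which was not used here, and was compared with an exact permutation test. A further 6 marker lists, for other cell types and for the sex of the donors, were described without a test.

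The tests, the lists, the rule for naming genes and most alternatives were fixed before the data were examined. By that rule the text names (a) 11 genes the study measured by qPCR, (b) the 5 highest and 5 lowest fold changes among called genes with a mean log2 CPM of at least 3 and no overlap between groups, other than gene models, (c) the 2 members with the smallest adjusted p of each called list, with ties broken by the unadjusted p, (d) the 3 most abundant called genes of each direction and (e) any tRNA-Glu gene listed. No gene was called, so parts (b) and (d) named none. For 3 genes that part (c) named, the values are not reported here. Genes named outside the rule are said to have been chosen after their values were seen.

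Alternatives were DESeq2 1.42.0 with its own size factors and independent filtering, limma-voom, relative log expression (RLE) and upper-quartile factors, library size alone, other low-count filters, other thresholds, the replicate number as a block, offsets that remove trends with GC content and gene length (loess, span 0.3), fry and an estimated correlation for the lists, other prior counts and summaries for the score, and each library left out in turn. Chosen after the data had been examined were an edgeR likelihood-ratio test, robust quasi-likelihood estimation, the authors' effective library sizes and an adjusted p under 0.2.

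The models were tested on simulated data with 11933 genes, of which 200 were changed, at 3 libraries against 3. With the gene-wise spread of the Ctr libraries, the quasi-likelihood test recovered 100% of the changed genes and 5.66% of its calls were false, and DESeq2, limma-voom and the likelihood-ratio test recovered 100% with 5.21%, 3.85% and 10.7% false calls. With the spread estimated from all 6 libraries, it recovered 97.5% with 5.34% false calls, whereas DESeq2 recovered 99% with 21.7% false calls and the edgeR likelihood-ratio test 99% with 22.7%. Limma-voom recovered 97.5% with 8.02% false calls. The changed genes were taken from better-expressed genes and given changes above the fold change limit for calling. The recovered shares thus do not cover low counts or small changes. Each spread was simulated in a single draw, and the false share of calls depends on how many genes are changed. The simulation drew genes independently and held no deviation shared by the genes of 1 library. Figures were drawn with matplotlib 3.10.9.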

Results

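The transcriptome of M2 macrophages (Mφs) was measured in 3 libraries from cells transfected with a control antisense (Ctr) and in 3 from cells in which 5′tRF-Glu(CTC) had been targeted (αGlu). Total exon counts were 22215016, 25175519 and 22174157 in Ctr 1, 2 and 3. They were 17912831, 30386653 and 25501263 in αGlu 1, 2 and 3. Between 14539 and 15295 genes had at least 1 read. The 10 most abundant genes took from 12.6% to 13.98% of the reads in each library, and protein-coding genes took at least 98.9%. TMM factors lay between 0.951 and 1.07. No pair of libraries agreed within sampling noise, since the chi-square statistic per gene was at least 20.1 for every pair, so all 6 were counted as separate samples.

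The libraries of the αGlu group were less alike than those of the Ctr group. Across the 11933 genes tested, log2 CPM of Ctr libraries correlated with each other at a Pearson r of 0.978 to 0.988. αGlu 2 and αGlu 3 correlated at 0.992. αGlu 1 correlated with both at 0.929, and with the Ctr libraries at 0.966 to 0.982. These are correlations across genes, which are not independent replicates. The median SD of a gene was 0.14 on the log2 scale among Ctr libraries and 0.20 among αGlu libraries, and an SD above 1 was found for 207 and 898 genes, respectively. The first principal component held 76.7% of the variance. On it, αGlu 1 had a score of -22.2, against 74.4 and 74.7 for αGlu 2 and 3 and -50.5 to -35.8 for Ctr. The labels gave no sequencing batch or date, so no value within batches could be computed.

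**Figure D1:**
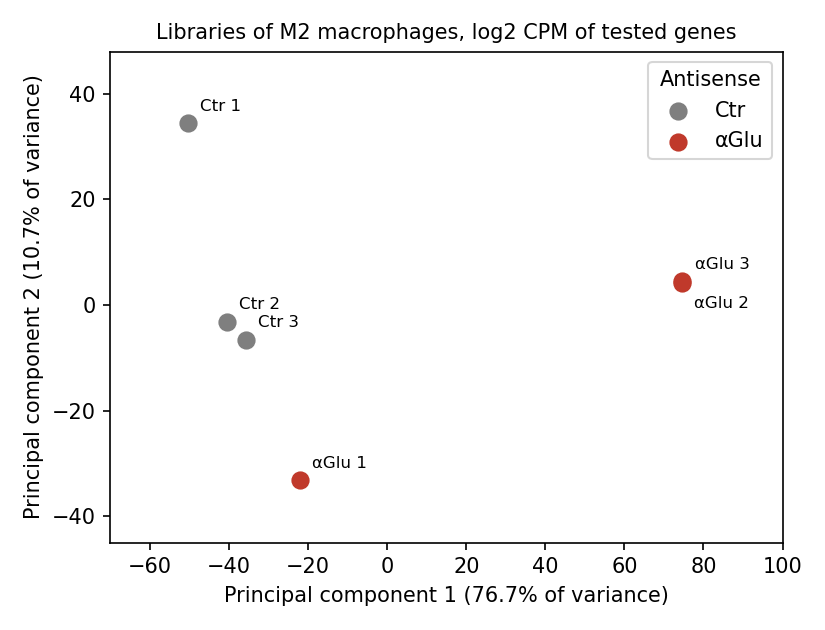
Scores of the 6 libraries on the first and second principal components of log2 CPM over 11933 genes, with Ctr in grey and αGlu in red. αGlu 2 and 3 overlap near 74.4 and 74.7 on the first component, which holds 76.7% of the variance, while αGlu 1 lies at -22.2 beside the Ctr libraries.

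The main comparison asked which transcripts differ in M2 Mφs when the fragment is blocked. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of 11933 genes were called. The smallest adjusted p was 0.149. At an unadjusted p under 0.05 there were 2943 genes, or 24.7% of those tested. Limma-voom also called 0 genes, with 3101 at an unadjusted p under 0.05. DESeq2 called 1119 genes, 580 higher and 539 lower in αGlu. An edgeR likelihood-ratio test, chosen after the data had been examined, called 899 genes. With the replicate number as a block, the quasi-likelihood test called 17 genes. The alternative that moved the count most was leaving out αGlu 1. Without this library the quasi-likelihood test called 2290 genes, 993 higher and 1297 lower, and 1057 of them were also among the DESeq2 calls on all 6 libraries. The count was 0 when any one of the other 5 libraries was left out.

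The groups could also be compared without a model. For 3599 genes, or 30.2% of those tested, the 3 αGlu libraries all lay on one side of the 3 Ctr libraries. Chance gives 10% for 3 against 3. Of these genes 1697 were higher and 1902 were lower in αGlu. A difference above 2-fold between every αGlu and every Ctr library was seen for 26 genes that were higher and for 121 that were lower. Of the DESeq2 calls, 944 were among the genes tested with edgeR, and 713 of them showed no overlap between groups.

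Since the study described shifts in inflammation, cell division and lipid metabolism, 17 gene lists were compared. Camera called 8, of which 4 were higher and 4 were lower in αGlu. Among those 8 calls, 5 held under fry, namely the LPS/IFN-γ response, both cell cycle lists, cholesterol synthesis and fatty acid and triglyceride synthesis. With an inter-gene correlation estimated from the data, which was the alternative that moved the number of called lists most, 0 lists were called. The lowest adjusted p was then 0.444, so the small camera p-values below hold only at the preset correlation of 0.01. Of the 10 splits of the 6 libraries into 3 against 3, 4 gave 8 or more called lists, the real split included. Scores are the mean log2 CPM of the members per library. An exact permutation test of 3 against 3 cannot go below 0.1, and 0.1 was reached by 4 of the falling lists and by the LPS/IFN-γ list among those called.

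The LPS/IFN-γ response list had a median log2 fold change of 3.04 over 21 tested genes (camera adjusted p 4.69e-10), with 20 of them higher in αGlu. Its score was 2.04 ± 0.33 in Ctr and 4.92 ± 1.74 in αGlu (SD, n = 3). αGlu 1 had a score of 2.91, compared with 5.997 and 5.84 in αGlu 2 and 3, and a highest Ctr value of 2.31. NF-κB targets had a median of 1.604 over 22 genes (camera adjusted p 9.07e-06, fry adjusted p 0.193). Here αGlu 1, with a score of 5.26, lay within the Ctr range of 5.19 to 5.27, whereas αGlu 2 and 3 stood at 7.02 and 7.04. Glycolysis genes had a median of 0.58 (camera adjusted p 0.0171, fry adjusted p 0.324). Their score in αGlu 1, 6.93, was below all Ctr libraries, which lay at 7.06 to 7.13, and αGlu 2 and 3 reached 8.06 and 7.95. Type I interferon response genes had a median of 0.46 over 38 genes (camera adjusted p 0.000108, fry adjusted p 0.373). This call rested on Ctr 1, whose score of 5.504 was below the 7.56 to 7.95 of the other 5 libraries. Without Ctr 1 the median was 0.09 and the camera adjusted p 0.122. Without αGlu 1 the adjusted p was 0.364 at a median of 0.39, and over 13 alternatives it ranged from 4.52e-08 to 0.652.

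In contrast, the falling lists gave similar values in all 3 αGlu libraries. Cholesterol synthesis genes had a median log2 fold change of -1.23, with 23 of 24 genes lower (camera adjusted p 4.06e-17, fry adjusted p 0.0812). The score was 5.04 ± 0.38 in Ctr and 3.84 ± 0.04 in αGlu (SD, n = 3). G1/S cell cycle genes had a median of -0.74 with 27 of 29 lower (camera adjusted p 3.46e-15, fry adjusted p 0.0506), and a score of 3.40 ± 0.24 in Ctr and 2.36 ± 0.04 in αGlu. G2/M genes had a median of -1.49 with 33 of 34 lower (camera adjusted p 2.96e-14, fry adjusted p 0.0812). Their score was 2.35 ± 0.63 in Ctr and 0.83 ± 0.09 in αGlu. Fatty acid and triglyceride synthesis genes had a median of -0.37 with 13 of 18 lower (camera adjusted p 0.00634, fry adjusted p 0.0812). Without αGlu 1 the camera adjusted p of this list was 0.300, within a range of 0.000378 to 0.495 over 13 alternatives. Each of these 4 scores was lower in every αGlu library than in every Ctr library.

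**Figure D2:**
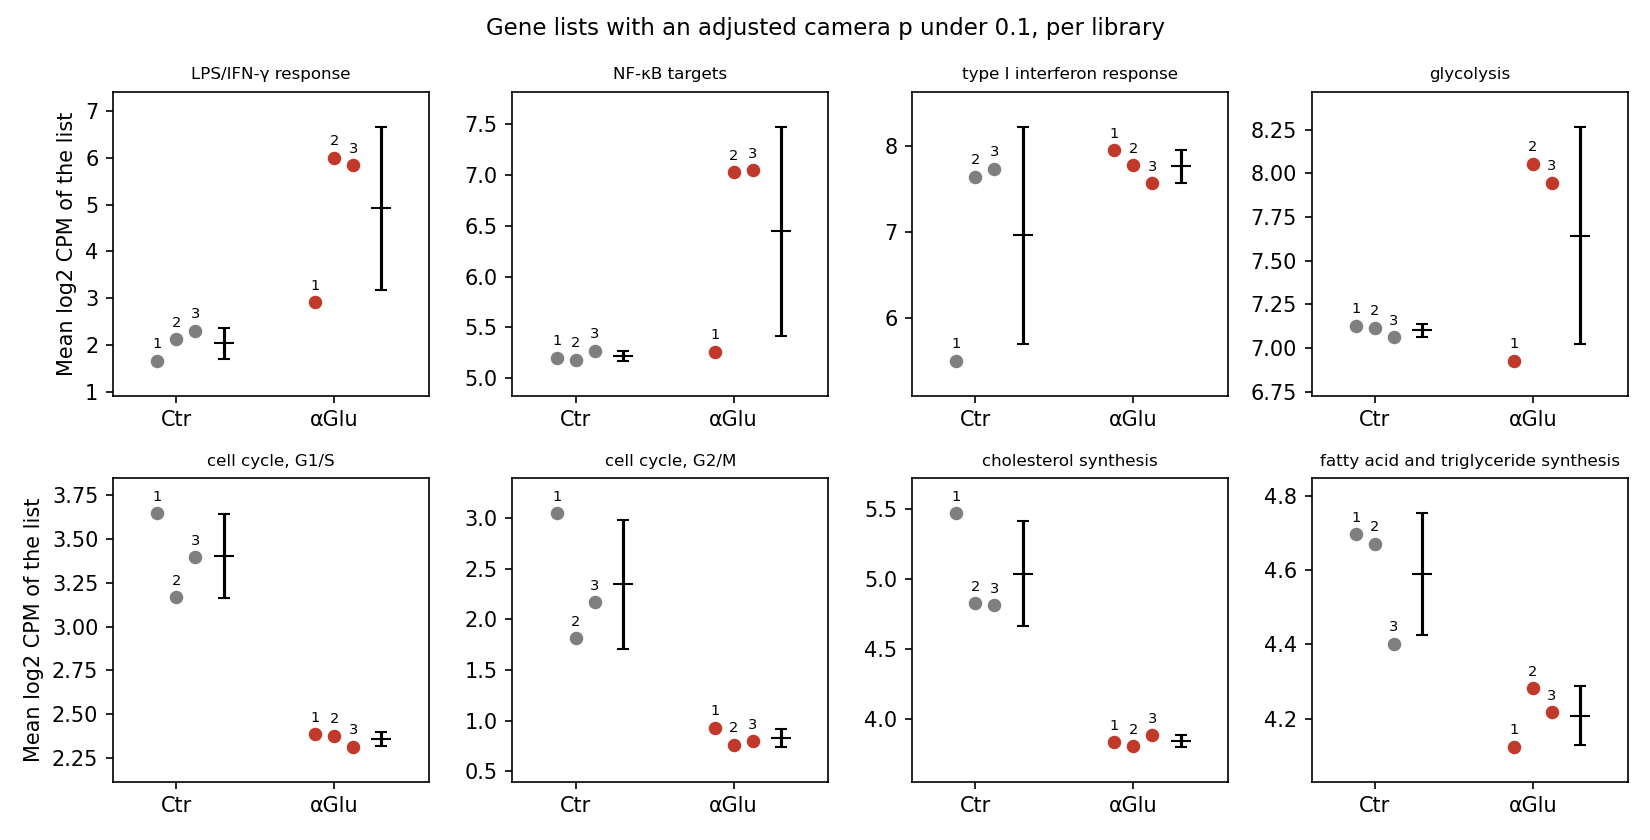
Mean log2 CPM of the members of the 8 called gene lists in each library, with replicate numbers above the points and the mean ± SD of each group (n = 3) in black; each panel has its own vertical axis, which does not start at 0. In the LPS/IFN-γ, NF-κB and glycolysis panels αGlu 1 lies far below αGlu 2 and 3, in the interferon panel Ctr 1 lies alone at 5.504, and in the lower row all 3 αGlu libraries lie below all Ctr libraries.

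The other 9 lists were not called by camera with all 6 libraries and TMM factors. IL-4/IL-13 response genes had a median of -0.13 and 10 of 20 genes lower (camera adjusted p 0.272, fry adjusted p 0.0812). Their score was 5.73 ± 0.08 in Ctr and 4.85 ± 0.18 in αGlu (SD, n = 3), lower in every αGlu library, and 8 members were lower with no overlap against 2 that were higher. Antigen presentation genes had a median of -0.13 and a mean of 0.10, and camera gave the direction down at an adjusted p of 0.771. Medians were 0.18 for LXR targets, -0.03 for oxidative phosphorylation, -0.23 for the unfolded protein and integrated stress response, 0.16 for p53 targets, 0.19 for pan-macrophage genes, 0.00286 for cytosolic ribosomal proteins and 0.01 for the tRF-binding proteins named by the study. The signs for ribosomal proteins and oxidative phosphorylation were not stable, since the ribosomal median was -0.0016 with RLE factors and the oxidative phosphorylation median 0.058 with library size alone. Library size alone moved the median of all genes from 0.02 to 0.10.

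Adjusting over a list alone gave more than the 0 genes found over all genes for some lists and not for others. At an adjusted p under 0.1 from edgeR's quasi-likelihood test, adjusted over the list alone, the members counted were 18 of 21 LPS/IFN-γ genes, 18 of 22 NF-κB targets, 22 of 24 cholesterol genes, 24 of 29 G1/S genes, 26 of 34 G2/M genes, 8 of 18 fatty acid genes, 7 of 21 glycolysis genes and 0 of 38 interferon genes. Lists that camera did not call had such members too, namely 10 of 20 IL-4/IL-13 response genes, 7 of 19 antigen presentation genes, 7 of 19 stress response genes and 5 of 10 LXR targets, and the other 5 had 0. Since the study displays some of these genes from the same libraries, these counts are not independent evidence.

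Values of single genes are given for the members of called lists with the smallest adjusted p. These members were picked by their p, so they do not show the typical change of a list. Adjusted p-values of edgeR's quasi-likelihood test lay between 0.149 and 0.196 for those given here. Uhrf1 and Rrm2, of the G1/S list, changed by -2.37 ± 0.31 and -3.16 ± 0.44, and Ckap2l and Birc5, of the G2/M list, by -2.86 ± 0.49 and -2.41 ± 0.43 (log2, SE). Fads2 changed by -1.93 ± 0.38 and Fads1 by -0.41 ± 0.09. Ccl5 (ENSMUSG00000035042), of the LPS/IFN-γ list, was at 8.32 ± 4.97 CPM in Ctr (SD, n = 3) and at 274, 1090 and 1031 CPM in αGlu 1, 2 and 3, with a log2 fold change of 6.59 ± 0.83. Cxcl9 was at 5.85, 6.42 and 3.34 CPM in αGlu 1, 2 and 3 and at most at 0.0909 CPM in Ctr. It had 2 reads in the Ctr group and 397 in αGlu, a CPM ratio of 175 with an exact 95% interval of 48.2 to 1452 that covers counting error only. Nfkbiz rose by 2.32 ± 0.61 and Bcl2a1d by 1.17 ± 0.29. Bcl2a1d has near-identical copies, so its reads are uncertain. Ddx60 changed by 1.10 ± 0.44. Pfkl stood at 19.8 ± 1.20 CPM in Ctr and at 20.6, 203 and 193 CPM in αGlu 1, 2 and 3. Pfkfb4 went against its list, with a log2 fold change of -0.59 ± 0.17. Except for Pfkl, whose value in αGlu 1 lay inside the Ctr range, these genes showed no overlap between groups. Under DESeq2, 15 of the 26 named genes with a fitted value were called.

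The polarization score, over 28 LPS/IFN-γ and 23 IL-4/IL-13 response genes, was -3.95 ± 0.30 in Ctr and -0.52 ± 1.86 in αGlu (SD, n = 3). The difference was 3.43 log2 units, and the two-sided exact permutation p was 0.1, the smallest possible. Single libraries had -4.29, -3.75 and -3.80 in Ctr, and -2.66, 0.64 and 0.47 in αGlu. αGlu 1 thus lay 1.09 above the highest Ctr library and 3.14 below αGlu 3. The alternative that moved the score most was the median over genes, at 4.55.

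The qPCR panel held 11 genes. Of these, 10 passed the low-count filter of the edgeR fit, and 0 had an adjusted p under 0.1 over all genes in edgeR's quasi-likelihood test. Il1b, Arg1 and Tnf passed when adjusted over the list alone (0.0667, 0.0667 and 0.0700). Il1b (ENSMUSG00000027398) was at 0.342 ± 0.098 CPM in Ctr. It was at 0.0574 CPM in αGlu 1, from a single read, and at 322 and 345 CPM in αGlu 2 and 3. Its log2 fold change was 9.33 ± 2.43 (SE, adjusted p 0.156), and 9.91 without αGlu 1 at an adjusted p of 2.22e-06; over its 16 alternatives the adjusted p ranged from 2.22e-06 to 0.701. Arg1 (ENSMUSG00000019987) was at 37.0 ± 11.1 CPM in Ctr and at 23.5, 1886 and 1792 CPM in αGlu 1, 2 and 3, a log2 fold change of 5.06 ± 1.46 (SE, adjusted p 0.159). Tnf was at 8.32 ± 1.37 CPM in Ctr and at 9.35, 18.9 and 20.7 CPM in αGlu 1, 2 and 3 (log2 fold change 0.98 ± 0.31, adjusted p 0.163), and αGlu 1 lay within the Ctr range for this gene. Without αGlu 1, Il1b, Il6, Arg1, Tnf and Mrc1 were called. With all 6 libraries Il6 was removed by the low-count filter of the edgeR fit, with at most 42 reads in a library. DESeq2 did test it on all 6 libraries and did not call it, at an adjusted p of 0.107.

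The remaining genes of this panel were not called. Log2 fold changes were 0.85 ± 0.38 for Mrc1, 0.50 ± 0.33 for Chil3, 0.52 ± 0.24 for Adgre1, 0.64 ± 0.37 for Ang and 0.16 ± 0.13 for Bcl2l1 (SE). Without 1 library these ranged from 0.43 to 1.15, 0.31 to 0.84, 0.34 to 0.72, 0.42 to 1.04 and 0.09 to 0.25, in that order. Ddit3 changed by -0.02 ± 0.31, and this sign flipped to 0.050 when library size alone was used. Rplp0, a reference gene of some qPCR assays of the study, was at 647 ± 22.6 CPM in Ctr and 813 ± 122 CPM in αGlu, a log2 fold change of 0.33 ± 0.15 (SE, adjusted p 0.230). Its values in αGlu 1, 2 and 3 were 672, 886 and 881 CPM, and it was higher in every αGlu library than in every Ctr library. Reads of Chil3 and Ang can be shared with related genes, and those of Rplp0 with pseudogenes. The only tRNA-Glu gene listed was mt-Te, the mitochondrial one, with 0 reads in all 6 libraries, which allows up to 0.172 CPM in the shallowest. The fragment itself is not measured by these libraries, so its blockade could not be checked in them.

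**Figure D3:**
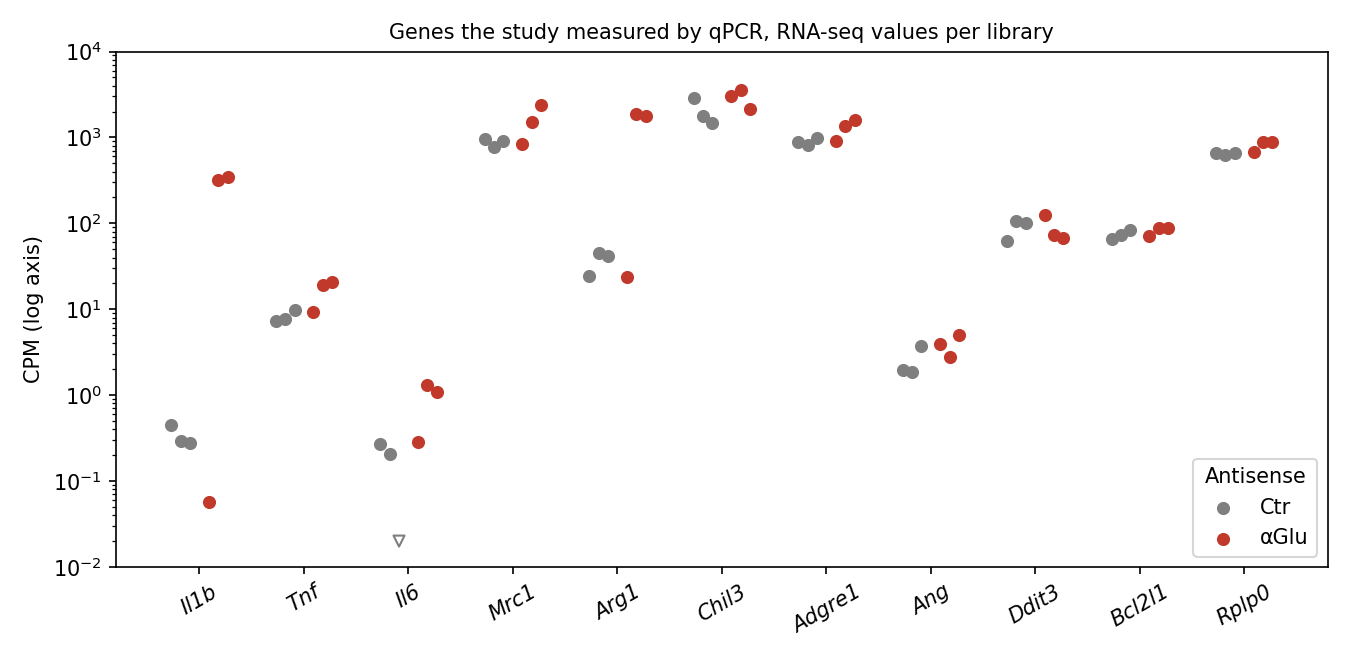
CPM of 11 genes in each library on a log axis, with the 3 Ctr libraries in grey and the 3 αGlu libraries in red, in the order 1, 2, 3 from left to right; the open triangle marks a library with 0 reads. Il1b and Arg1 are high in αGlu 2 and 3 (322 and 345 CPM, 1886 and 1792 CPM) and not in αGlu 1.

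Marker lists of other cell types were described by their mean CPM. The mean CPM per neutrophil marker was 13.96 ± 3.44 in Ctr and 37.2 ± 16.4 in αGlu (SD, n = 3), and Csf3r made up most of it at 134 and 442 CPM. Dendritic cell markers had 0.308 ± 0.040 and 0.821 ± 0.604 CPM, and fibroblast markers 0.959 ± 0.661 and 0.348 ± 0.129 CPM. Lymphocyte markers had 0.0889 ± 0.028 and 0.0938 ± 0.023 CPM, and mast cell and basophil markers 0.621 ± 0.202 and 0.796 ± 0.793 CPM. On these 5 lists 4, 1, 2, 0 and 1 genes had a mean above 1 CPM. Transcripts of 4 Y-linked genes were present in every library at a mean of at least 41.1 CPM, while Xist did not exceed 0.0574 CPM.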

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

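The likelihood-ratio test, robust estimation, the authors' effective library sizes and the adjusted p under 0.2 were chosen after the data had been examined.

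The number of called genes depended on the test and on αGlu 1. edgeR's quasi-likelihood test called 0 genes with RLE or upper-quartile factors, library size alone, no low-count filter, a CPM above 1 in 3 libraries, robust estimation, the authors' effective library sizes, GC and length trends removed, an adjusted p under 0.05 or no fold limit, and limma-voom called 0 too. DESeq2 called 1119 genes, the edgeR likelihood-ratio test 899 and an adjusted p under 0.2 gave 993. Of the 899, 867 were among the DESeq2 calls. On simulated genes with the spread of all 6 libraries, 21.7% of DESeq2 calls and 22.7% of likelihood-ratio calls were false, against 5.34% for the quasi-likelihood test. With the spread of the Ctr libraries alone, these shares were 5.21%, 10.7% and 5.66%. They hold for simulated data with 200 of 11933 genes changed, so they do not give the false share of the real calls. Leaving out 1 library gave from 0 to 2290 calls, with 2290 only without αGlu 1 and 0 without any of the other 5. Without αGlu 1 the common dispersion was 0.0203, compared with 0.0690 for all libraries.

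The study describes these libraries as 3 independent experiments. It used a paired test when it compared the fragment between antisense and control transfections of such macrophages. For primary cells it describes each replicate as prepared from another animal. It does not say that equal library numbers mark pairs, so whether the replicate numbers pair the libraries is not known. The deviations of same-numbered libraries from their group means correlated at 0.08, 0.06 and 0.15, and those of differently numbered libraries at -0.11 to 0.046. All same-numbered values were thus the higher ones, but low. With the replicate number as a block, edgeR called 17 genes, 9 higher and 8 lower, and 24 when GC and length trends were removed as well. The cause was not tested. The block left 8 gene lists called and gave the same polarization difference of 3.43 (exact permutation p 0.25, the smallest that 3 pairs allow).

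Camera with an estimated correlation called 0 of the 17 lists, with the lowest adjusted p at 0.444. The cause was not tested. Fry called 6 lists, RLE factors, both low-count filters and the block 8, and library size alone 9. Leaving out 1 library gave 6 to 10 lists. The interferon call was lost without Ctr 1 (median 0.09, adjusted p 0.122) and without αGlu 1 (adjusted p 0.364), and over its 13 alternatives the adjusted p ranged from 4.52e-08 to 0.652. The fatty acid call was lost without αGlu 1 (adjusted p 0.300), with a range of 0.000378 to 0.495. LPS/IFN-γ, NF-κB, glycolysis, both cell cycle and the cholesterol lists were called in every fit with 1 library left out. Calls were also gained. Camera called the IL-4/IL-13 response lower with library size alone (adjusted p 0.0678), without αGlu 2 (0.0764) and without αGlu 3 (0.0584), pan-macrophage genes higher without αGlu 2 (0.0915) and p53 targets higher without αGlu 3 (0.0971).

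Signs changed for 5 of the uncalled lists. Without 1 library, the medians ranged from -0.57 to 0.22 for the IL-4/IL-13 response, -0.31 to 0.034 for antigen presentation, -0.053 to 0.0084 for oxidative phosphorylation, -0.039 to 0.033 for ribosomal proteins and -0.045 to 0.051 for tRF-binding proteins. With library size alone oxidative phosphorylation was at 0.058, and with RLE factors ribosomal proteins were at -0.0016. Among 26 named genes, Ddit3 alone reversed, at 0.050 with library size alone and from -0.36 to 0.14 without 1 library. Of 416 alternative values for these genes, 360 kept direction and side of the threshold and 51 passed it. Without αGlu 1, 18 of the 26 were called.

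The polarization score was higher in αGlu under all 13 alternatives, at 2.84 to 4.52 when 1 library was left out. With 3 libraries against 3, its test cannot go below 0.1. With all libraries thinned to 17912831 reads, the quasi-likelihood test called 0 of 11629 genes, which was its count at full depth; the tests that did call genes were not repeated on thinned reads.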

Other observations

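The tests of explanations below were chosen after the values had been seen, except that of GC content and gene length and the counts over other splits.

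αGlu 1 lay nearer the Ctr libraries than αGlu 2 and 3. A swap with a Ctr library is argued against by the Ctr libraries, none of which correlated with αGlu 2 or 3 above 0.917, while the lowest r between 2 Ctr libraries was 0.978. Lower depth is argued against by thinning, after which the lowest r of αGlu 1 with Ctr was 0.965 and the highest with αGlu 2 or 3 was 0.927. A normalization error of 1 factor per library would move all genes the same way. It is argued against by CPM from library size alone, on which αGlu 2 and 3 were both over 2-fold above αGlu 1 for 836 genes and both over 2-fold below it for 705, whereas a Ctr library differed in this way from the other two by at most 249 and 105 genes. Donors of different sex are argued against by the mean of 4 Y-linked transcripts, which was 41.1 CPM or more in every library. Neutrophils in αGlu 2 and 3 are argued against by S100a8 and S100a9, whose sum stayed at or below 2.17 CPM there and reached 1.86 CPM in Ctr, although Csf3r rose to at least 536 CPM from 134 CPM.

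A wrong label on an unchanged control library was tested on genes called between αGlu 2 and 3 and each pair of Ctr libraries. αGlu 1 lay beyond the pair, toward αGlu 2 and 3, for 59.3%, 60.7% and 65.6% of the 1991 to 2078 genes called. The held-out Ctr library did so for 32.8%, 34.0% and 50.7%, and 33.3% is expected by chance. These values argue against an unchanged control, with the limit that only 3 Ctr libraries set the comparison and that on the same genes αGlu 1 exceeded Ctr 3 by 14.9 points, less than it exceeded Ctr 1 and Ctr 2 (26.4 and 26.7).

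A mixture of changed and unchanged cells at 1 share predicts the same part of the way from Ctr to αGlu 2 and 3 for all genes. The part was taken only over called genes with a mean CPM of at least 8, namely 422 to 450 rising and 607 to 646 falling genes. αGlu 1 covered a median of 1.67% to 4.03% of the way for these rising genes and 19.9% to 28.2% for the falling ones, a difference of at least 18.2 points. In held-out Ctr libraries the difference was -3.38 to 12.9 points. The values argue against 1 share for the genes above this cut. Saa3, chosen after its values were seen, rose from 4.60 to 5.75 CPM in Ctr to 13511 and 12423 CPM in αGlu 2 and 3 but to 10.3 CPM in αGlu 1, while Mgl2, chosen likewise, fell from 66.3 to 87.9 CPM to 10.6, 0.504 and 2.35 CPM. Retnla, also chosen after the fact, was at 245 to 540 CPM in Ctr, 101 CPM in αGlu 1 and had 1 read in each of αGlu 2 and 3.

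A culture or transfection batch shared by αGlu 2 and 3 alone cannot be told apart from the treatment, since no batch is given in the labels. The component that parts them from the other 4 libraries holds 76.7% of the variance. A hypothesis that stays open is that the falling cholesterol and cell cycle lists, alike in all 3 αGlu libraries, follow the antisense, and that the part of the inflammatory rise that αGlu 1 lacks may need a further exposure. Cxcl9 is not in that part, as it was high in all 3 αGlu libraries, and the LPS/IFN-γ score of αGlu 1 also lay above Ctr. A stronger block in the αGlu 2 and 3 cultures would be another reading, and neither was tested.

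Ctr 1 held fewer interferon-response transcripts than the other 5 libraries. All 38 tested members were lowest in Ctr 1, and the mean log2 CPM lay 2.06 under the lowest other library. Ifit1, chosen after its values were seen, was at 16.6 CPM in Ctr 1 and at 140 CPM or more elsewhere. A batch that lowered both libraries numbered 1 alike is argued against, since αGlu 1 lay 0.28 above the mean of αGlu 2 and 3. As αGlu 1 is a treated library, a low start that the antisense offset in it cannot be told apart. Lower detection is argued against by a gap of -2.05 after thinning, and GC content or gene length by a gap of -2.01 with those trends removed. No biological explanation was tested.

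Mki67, named after its values were seen, was the 1 member of the G2/M list that did not fall. It stood at 49.2, 13.2 and 18.8 CPM in Ctr and at 11.9, 108 and 138 CPM in αGlu 1, 2 and 3, while the other 33 members were lower in αGlu. Its log2 fold change was 1.67 ± 0.92 (SE, edgeR adjusted p 0.290), and no explanation was tested.

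With 3 libraries against 3 there are 10 splits, so chance cannot be excluded for any count. For edgeR's quasi-likelihood test, which called 0 genes in the real split, the splits test nothing. Only the real split, 1 of 10, gave as many DESeq2 calls, and the next highest had 439. The real split was also the 1 with most genes without overlap, at 3599 against 2368 in the next. For gene lists called by camera, 4 of the 10 splits gave 8 or more.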
